# Detoxification- and Immune-Related Transcriptomic Analysis of Gills from Bay Scallops (*Argopecten* *irradians*) in Response to Algal Toxin Okadaic Acid

**DOI:** 10.3390/toxins10080308

**Published:** 2018-07-28

**Authors:** Cheng Chi, Sib Sankar Giri, Jin Woo Jun, Sang Wha Kim, Hyoun Joong Kim, Jeong Woo Kang, Se Chang Park

**Keywords:** harmful algal blooms, okadaic acid, *Argopecten irradians*, transcriptomic response, deep sequencing

## Abstract

To reveal the molecular mechanisms triggered by okadaic acid (OA)-exposure in the detoxification and immune system of bay scallops, we studied differentially-expressed genes (DEGs) and the transcriptomic profile in bay scallop gill tissue after 48 h exposure to 500 nM of OA using the Illumina HiSeq 4000 deep-sequencing platform. De novo assembly of paired-end reads yielded 55,876 unigenes, of which 3204 and 2620 genes were found to be significantly up- or down-regulated, respectively. Gene ontology classification and enrichment analysis of the DEGs detected in bay scallops exposed to OA revealed four ontologies with particularly high functional enrichment, which were ‘cellular process’ (cellular component), ‘metabolic process’ (biological process), ‘immune system process’ (biological process), and ‘catalytic process’ (molecular function). The DEGs revealed that cyclic AMP-responsive element-binding proteins, acid phosphatase, toll-like receptors, nuclear erythroid 2-related factor, and the NADPH2 quinone reductase-related gene were upregulated. In contrast, the expression of some genes related to glutathione S-transferase 1, C-type lectin, complement C1q tumor necrosis factor-related protein, Superoxide dismutase 2 and fibrinogen C domain-containing protein, decreased. The outcomes of this study will be a valuable resource for the study of gene expression induced by marine toxins, and will help understanding of the molecular mechanisms underlying the scallops’ response to OA exposure.

## 1. Introduction

Bivalves are among the most important commercially exploited marine species in China, sharing 75–80% of the total output of aquatic products in recent years [1]. Owing to their filter-feeding and sessile habits, worldwide distribution, and diversity of aquatic environments, bivalves are widely used as marine pollution bioindicators [2]. Scallop fisheries are mainly distributed along coastal areas of Japan, Korea, and North China [3]. In addition to their economic value, bivalves have always been studied as model species in toxicological investigation and as sentinel species in environmental monitoring programmes [4].

The frequent appearance of toxin-producing harmful algal blooms (HABs) in marine environments is a well-known worldwide problem [5]. HABs are well known for their potential to induce ecological damage, risk human health, and cause adverse effects to living marine resources [6,7]. Moreover, these HABs threaten aquaculture industries and may have deleterious effects on public health [8], because their phycotoxins may cause mass mortality of cultivated animals [9]. Shellfish toxins are the main marine phycotoxin, which includes amnaesic shellfish poisoning (ASP)-, paralytic shellfish poisoning (PSP)-, neurotoxic shellfish poisoning (NSP)-, diarrhetic shellfish poisoning (DSP)-, and azaspiracid shellfish poisoning (AZP) toxins [10]. These toxins may be taken up by humans eating shellfish contaminated with them, and lead to a series of neurological and gastrointestinal syndromes [6,7]. Okadaic acid (OA), representative of the DSP toxins, can be produced by species of the genera *Dinophysis* and *Prorocentrum* [11,12], and be accumulated in the shellfish adipose tissue [13]. This is the primary cause of acute DSP intoxication of human consumers, and harvesting bans causing huge economic losses to the shellfish aquaculture industry [14]. For example, Mouratidou et al. [15] reported maximum concentrations of 36 μg OA eq/g hepatopancreas in mussels from Thermaikos Gulf, Greece. OA is capable of binding to the active sites of protein phosphatases [16], inhibiting their activity and inducing tumorigenic and apoptotic processes [14,17]. Finally, it can lead to the hyperphosphorylation of many cellular proteins, metabolic deregulation, and genotoxic and cytotoxic damage [18]. When organisms are exposed to xenobiotics, short-term responses, such as changes in their immune response, and long-term effects on other biological parameters, including growth, ingestion and reproduction rates, and other metabolic processes may be observed [19]. Earlier investigations revealed that OA or *P. lima* exposure could induce haemocyte function damage and reduced survival in *Ruditapes decussatus* [20]. Huang et al. [11] reported that OA-producing *P. lima* caused oxidative stress, disorganization of cytoskeletons, and metabolic disturbance in mussels. In a previous work, we studied the toxic effects of OA exposure, up to 48 h, in bay scallops (*Argopecten irradians*). These included changes in glutathione (GSH), reactive oxygen species (ROS), malondialdehyde (MDA), and nitric oxide (NO) contents; lysozyme, acid phosphatase (ACP), lactate dehydrogenase (LDH), alkaline phosphatase (ALP), and superoxide dismutase (SOD) activity; total haemocyte counts (THC) and haemolymph total protein levels [8,12]. Overall, our previous work demonstrated that OA exposure increased oxidative stress, disrupted metabolism, modulated the immune response, and was toxic to physiological function in *A. irradians*. There are two resistance mechanisms that may counteract the effects of DSP in shellfish: detoxification pathways for the biotransformation or elimination of phycotoxins, and antioxidant metabolism to neutralize ROS induced by DSP exposure [21,22,23]. However, how scallops respond to OA toxicity, and the details of their detoxification process during acute OA exposure remain unclear, particularly the integral response at the transcriptional level. An understanding of the effects of OA exposure on the bay scallop is essential to establish effective measures to estimate its toxic potential. However, owing to the constraint of related genomic resources, a better understanding of the genetic and molecular mechanisms underlying the bay scallop response to sublethal concentrations of OA is yet to be elucidated.

De novo sequencing is an effective tool to obtain whole scallop transcriptome information. In this regard, the relatively low-cost/high-output Illumina HiSeq™ 4000 sequencing platform has found increasingly widespread use [24], having been applied to a growing number of aquatic organisms, including *Oryzias melastigma* [25], *Crassostrea gigas* [26], and *Chlamys farreri* [27], to study their responses to environmental stressors. Therefore, the aim of the present study was to obtain a better understanding of the molecular response of the bay scallop after exposure to OA. We specifically focused on the gill tissue of *A. irradians,* following exposure to 500 nM of OA for up to 48 h, since our previous studies found that this toxin induced oxidative stress, modulated the immune response, and was toxic to physiological function in *A. irradians* [8,12]. The gill was chosen as the target organ because it is the first organ in contact with OA during filtration [21]. Gills act as a defence barrier, because they play a crucial role in the filtration of suspended matter. Further, the gill was previously found to be directly affected by contact with toxic algae [21], and to have a high expression of putative immune-related genes [28]. Digital gene expression (DGE) analysis was performed with the Illumina HiSeq™ 4000 sequencing system, and then quantitative real-time PCR was conducted to verify differentially expressed genes (DEGs), which were selected according to the DGE analysis. The aim of the present work was to reveal the transcript abundance to facilitate a network of bay scallop genes enriched to regulate toxicological responses to OA exposure.

## 2. Results

### 2.1. Analysis of DGE Libraries

Two DGE libraries comprising DNA from the gills of control and OA-exposed scallops were analysed using the Illumina Hiseq 4000 sequencing system. 

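Gill was taken from 18 scallops per group, 6 from each of 3 tanks, after 48 h with 500 nM OA or with the DMSO vehicle alone. The paper's methods describe pools of 6 scallops per replicate, and each library is taken here as a pool of all 18 from the description of the series. The RNA was sequenced as 1 control library and 1 OA-exposed library, so the differences below have no replicate check and no spread between replicates can be given. The authors filtered the reads with SOAPnuke, assembled them de novo with Trinity and TGICL into unigenes, mapped the reads back to the unigenes with Bowtie and estimated with RSEM the expected count, that is, the estimated number of fragments, and the FPKM of each unigene. The unigenes are assembled transcript sequences and carry no genome coordinates. The expected counts summed to 11522064 in the control library and 11607306 in the OA-exposed library. The paper's depth of 45.92 Mb clean reads per library counts the reads of both ends of a fragment, before mapping, and the values below rest on the sums of the expected counts. The median unigene with at least 1 fragment had an expected count of 12 in the control library and 13 in the OA-exposed library, so that counting error is large for the typical unigene. For the comparison of the libraries, expected counts were rounded to whole reads and tested with the two-sided Audic-Claverie Poisson test, with the column totals as library sizes and Benjamini-Hochberg adjustment over the 59674 unigenes with at least 1 read. This test compares the reads of 2 libraries, and not the conditions. DEGs were called at an FDR of at most 0.001 and at least a 2-fold change in the authors' FPKM, with an FPKM of 0 set to 0.01. The files list the unigenes by assembly ID and do not pair these IDs with gene names.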

We removed adaptors from the reads, poly N, and low-quality reads from the raw data, and then generated 9.14 Gb of totally clean bases, comprising 45.92 and 45.92 Mb clean reads for control and OA-exposed cDNA libraries, respectively. The Q20 and GC percentages of the clean reads in the two cDNA libraries were 98.21% and 98.17% and 39.13% and 39.24%, for control and OA-exposed cDNA libraries, respectively (Table S1). Clean sequences from each library were assembled by the Trinity tool, thereby producing a total of 78,510 and 77,330 transcripts in the control and OA-exposed groups, respectively, which had mean sizes of 675 with N50s of 1234 for the control group and 733 bp with N50s of 1451 bp for the OA-exposed groups, respectively (Table S1). 

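The deposited expression files give lengths for 59688 unigenes with an expected count above 0, which can be under 1 fragment, in at least 1 library. Of these, 16853 were contigs of 6445 clusters, by their IDs, and 42835 were singletons. Their total length was 69414932 bp, with a mean of 1163 bp, a median of 605 bp and an N50 of 2168 bp. By length, 25388 unigenes (42.53%) were between 300 and 1000 bp, 15968 (26.75%) were above 1000 and up to 3000 bp, and 5252 (8.8%) were longer. Another 13080 unigenes (21.91%) were shorter than 300 bp, the shortest being 200 bp. At least 1 fragment was counted on 53690 unigenes in the control library and on 53226 in the OA-exposed library, and 47272 unigenes were detected in both. With a minimum of 10 fragments, the numbers were 28993 and 29345.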

Finally, 55 876 unigenes were further merged by transcript sets from the two libraries (Table 1). The size distribution of the unigenes was as follows: 67.58% (37,759) were between 300 and 1000 bp; 20.54% (11,477) were between 1000 and 3000 bp; and 6.24% (3488) had lengths greater than 3000 bp in length, as shown in Figure 1.

### 2.2. Functional Annotation and Species Distribution

After assembly, functional annotation was carried out through seven functional databases for unigenes. A total of 49.31% of the total unigenes (27,555 unigenes) were annotated, of which 24,521 unigenes (43.88%) were aligned to the Nr database; 10,466 unigenes (18.73%) to Nt; 19,220 unigenes (34.40%) to Swiss-Prot, 18,523 unigenes (33.15%) to Kyoto Encyclopedia of Genes and Genomes (KEGG); 8800 (15.75%) unigenes to Clusters of Orthologous Group (COG); 18,533 (33.17%) unigenes to Interpro; and 4027 unigenes (7.21%) to Gene Ontology (GO), respectively.

The distribution of annotated species was statistically analysed with NR annotation, as shown in Figure 2. For functional classification, 15 186 unigenes were totally annotated to the COG database (Figure 3). The most frequently functional classifications were the following: 20.70% (3143) accounted for general function; 8.52% (1294) related to recombinant and repair; translation, 8.49% (1289); transcription, 6.63% (1007); post-translational-modification-related, 6.26% (950); cell-cycle-control-related, 5.64% (856), and signal-transduction-related, 5.39% (819).

### 2.3. Differential Gene Expression Analysis

The unigene expression levels were calculated using the Fragments Per Kilobase Million (FPKM) method (Figure 4 and Figure 5) to identify the genes’ differential expression between the control and OA-treated groups. 

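Among the unigenes with at least 1 fragment, the median FPKM was 1.68 in the control library and 1.84 in the OA-exposed library. The same unigene was the most abundant in both libraries and took 13.8% of the control reads and 10.71% of the OA-exposed reads. Of the 100 unigenes with the most reads, 71 were shared. Across the 59644 unigenes detected in either library, log2(FPKM + 0.01) of the libraries correlated with a Pearson's r of 0.457 and FPKM with a Spearman's rho of 0.697. These describe unigenes within 2 libraries, which are not independent replicates, and Pearson's r rose to 0.847 with log2(FPKM + 1). The median log2 fold change of OA-exposed over control was 0.11 over the 36617 unigenes with at least 10 reads in the libraries together, and the quartiles were -0.58 and 0.76. The median differed with abundance. It was -0.33 for the 3163 unigenes with a mean FPKM under 1, 58.4% of which were lower in the OA-exposed library. It was 0.14 for the 27703 unigenes with a mean FPKM of 1 to 10 and 0.18 for the 5228 unigenes of 10 to 100. It was -0.11 for the 436 unigenes of 100 to 1000 and -0.65 for the 87 unigenes of 1000 and over, of which 93.1% were lower in the OA-exposed library.

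**Figure D1:**
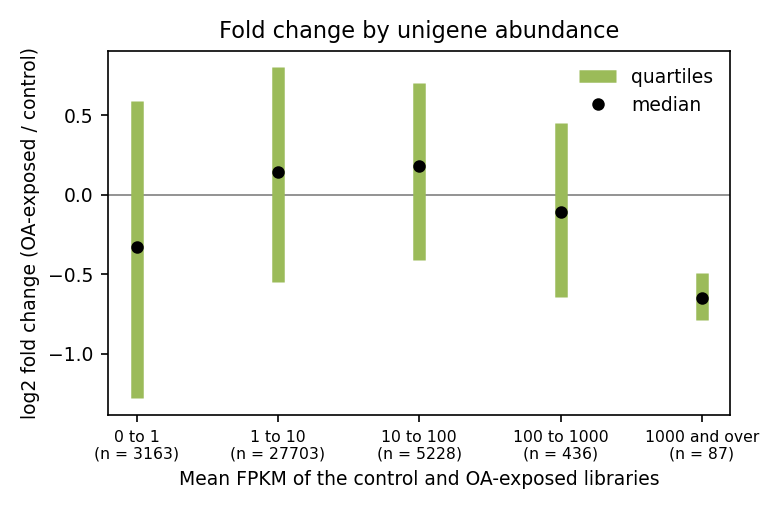
The log2 fold change of FPKM (OA-exposed over control, vertical axis) of unigenes with at least 10 reads, by classes of the mean FPKM of the libraries (horizontal axis, with the number of unigenes). Points are medians and bars run from the first to the third quartile, which in the class of 1000 FPKM and over are -0.79 and -0.49.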

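From the deposited expected counts, 5812 unigenes, or 9.74% of those tested, passed the study's FDR and fold-change thresholds between the control and OA-exposed libraries. Of these, 5786 were also called in the authors' deposited table, while 26 were called only in the recomputed test and 39 only by the authors. The calls depended on depth. None of the 23057 unigenes with fewer than 10 reads in the libraries together was called, against 6.1% of those with 10 to 50 reads, 22.2% with 50 to 200 reads and 23.7% with 200 to 1000 reads. With 1000 reads and over the share was 22.9%, so it no longer rose. The Poisson test counts only the sampling of reads, since 1 library per condition gives no estimate of the variation between pools of scallops. The alternative that moved the number most was an exact test in edgeR with an assumed coefficient of variation between pools. With an assumed value of 0.1 it called 4209 unigenes, with 0.2 it called 903 and with 0.4 it called 59.

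**Figure D2:**
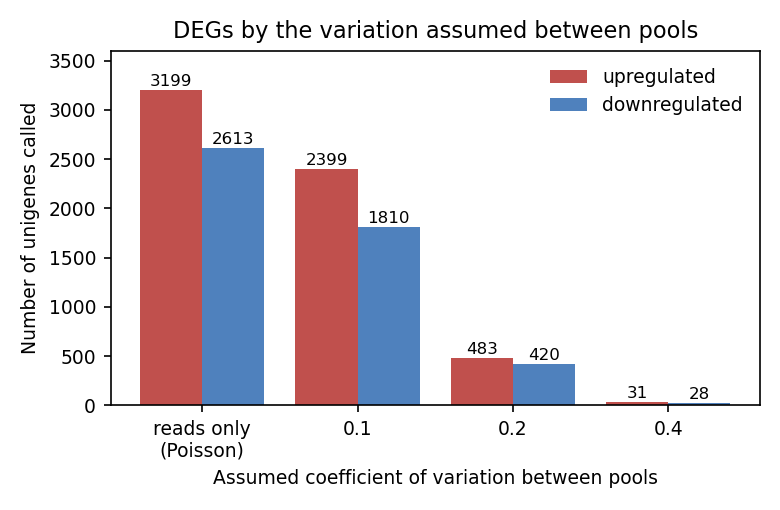
Numbers of unigenes called upregulated and downregulated in the OA-exposed library (vertical axis) by the Poisson test and by the exact test in edgeR at 3 assumed coefficients of variation between pools (horizontal axis). At 0.2, 483 unigenes were called upregulated and 420 downregulated.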

A total of 5825 unigenes with different expression levels (with over two-fold changes, and false discovery rate (FDR) ≤ 0.001) between the control and OA-exposed groups were identified. Of these, 3204 were upregulated genes, while 2621 were downregulated genes (Table S2).

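In the recomputed comparison, 3199 unigenes were higher and 2613 lower in the OA-exposed library, so that 55.0% of the DEGs were upregulated (exact 95% interval 53.8% to 56.3%). The interval treats the DEGs as independent. Of the DEGs 53% were contigs of clusters, which are not independent, so the interval is likely too narrow. The split differed with depth. Of the DEGs with 10 to 50 reads in the libraries together 45.6% were upregulated, and of those with 50 to 200 reads 47.7%, against 61.4% with 200 to 1000 reads and 73.7% with 1000 reads and over. By mean FPKM the upregulated share did not rise throughout. Under 1 FPKM 120 DEGs were up and 188 down, at 1 to 10 FPKM 2283 and 1838, and at 10 to 100 FPKM 751 and 526. At 100 to 1000 FPKM 45 were up and 53 down, and at 1000 FPKM and over 0 and 8. The split also changed with the scaling of the libraries. TMM factors shift every log2 fold change down by 0.105, and under them 2585 DEGs were upregulated and 3117 downregulated. Median of ratios and upper-quartile factors shift it by less, and under them 53.4% and 53.5% of the DEGs were upregulated. No reads were counted in the control library for 197 of the upregulated DEGs, and none in the OA-exposed library for 240 of the downregulated DEGs, so the fold changes of these unigenes rest on the value set in place of 0. At least 10 reads in each library were counted for 2640 upregulated DEGs, with a median log2 fold change of 1.4, and for 1957 downregulated DEGs, with a median of -1.45. Among these, the largest increases were in CL5318.Contig1_All, with 11 reads in the control and 798 in the OA-exposed library (log2 fold change 6.18, exact 95% counting interval 5.32 to 7.18), and in CL5156.Contig1_All, with 12 and 254 reads (log2 fold change 4.38, interval 3.56 to 5.36). The largest decreases were in CL2388.Contig3_All, with 1376 and 17 reads (log2 fold change -6.37, interval -7.13 to -5.67), and in CL1222.Contig1_All, with 372 and 22 reads (log2 fold change -4.09, interval -4.78 to -3.47). All 4 are contigs of clusters, whose reads RSEM could have divided among similar contigs. With an assumed coefficient of variation of 0.4, CL5156.Contig1_All and CL1222.Contig1_All were no longer called. At this value edgeR's exact test recovered 0.0% of simulated 16-fold changes and 76.9% of 64-fold changes, so these lost calls say little.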

### 2.4. Enrichment and Pathway Analysis

In order to identify their function, all the DEGs were mapped to the GO database. A total of 44 functional groups in the DEGs were substantially enriched compared with the genomic background (Figure 6). Genes in the OA-exposed scallop related to the terms ‘metabolic process’, ‘cellular process’, and ‘catalytic activity’ were dominant. Biological process and cellular components were found to be the most-represented known genes, followed by molecular function.

Markedly-enriched signal transduction and metabolic pathways were identified using KEGG enrichment analysis of the DEGs. A total of 3389 DEGs were aligned at 299 pathways in the KEGG database, and 74 metabolic pathways were significantly (corrected *p* value < 0.05) over-represented. The pathway classification results are shown in Figure 7, and the pathway functional enrichment results in Figure 8. Among these, the expression patterns of DEGs throughout OA exposure, which involved detoxification, and immunology in mechanisms against biotoxins were further analyzed on the bases of GO and KEEG analyses. The expression of genes related to the immunology and detoxification responses such as cyclic AMP-responsive element-binding proteins, acid phosphatase, toll-like receptors, nuclear factor erythroid 2-related factor, NADPH2: quinone reductase, cytochrome P450 3A64 and 3A80 increased under exposure to OA (Table 2). In contrast, the expression of some genes related to glutathione S-transferase 1, C-type lectin, complement C1q tumor necrosis factor-related protein, Superoxide dismutase 2 and fibrinogen C domain-containing protein decreased.

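Because the files do not pair unigene IDs with gene names, each of the 26 log2 fold changes of Table 2 was looked for in the authors' deposited table at its 3 decimals. All of them occurred, and 12 were carried by exactly 1 of the authors' DEGs. A shared value is not an identification of the gene. The number of DEGs expected at each value from the density of values within 0.25 of it is given beside it. Near the 2-fold threshold this number is too low, since no DEG can lie under the threshold. The expected number counts DEGs of any gene, so it does not test whether a single DEG is the named gene. The value of Toll-like receptor 4 was carried by 1 DEG, with 0.27 expected. That unigene had 14 reads in the control library and 103 in the OA-exposed library, a log2 fold change of 2.88 (exact 95% counting interval 2.06 to 3.79). The value of Toll-like receptor 13 was carried by 5 DEGs, with 2.68 expected. The value of NADPH2:quinone reductase was carried by 1 DEG, with 1.64 expected, which had 160 and 512 reads and a log2 fold change of 1.68 (interval 1.41 to 1.93). The values of the cyclic AMP-responsive element-binding protein and of nuclear factor erythroid 2-related factor 2 were each carried by 2 DEGs, with 1.1 and 3.01 expected. The recomputed test takes its fold changes from the same FPKM as the authors' deposited table, so a shared direction is no separate check. The bar of the sequencing result in Figure 9 differs from the value of Table 2 for the cyclic AMP-responsive element-binding protein, and the look-up used Table 2. All 12 DEGs that alone carried a value were also called in the recomputed test. With an assumed coefficient of variation between pools of 0.1, 11 of them were called, with 0.2, 6, and with 0.4, none. At 0.4 edgeR's exact test recovered 0.0% of simulated 4-fold and 16-fold changes, so the calls lost there say little about changes up to 16-fold. From the differential expression of genes related to Toll-like receptors, ATP-binding cassette transporters, the cyclic AMP-responsive element-binding protein, cytochrome P450 and Cu-Zn superoxide dismutase, the paper proposes that they take part in the resistance to OA. The paper's qPCR, not analysed here, included the cyclic AMP-responsive element-binding protein, cytochrome P450 3A24 and the Cu-Zn superoxide dismutase. For these the paper reports the same direction as in the sequencing.

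**Figure D3:**
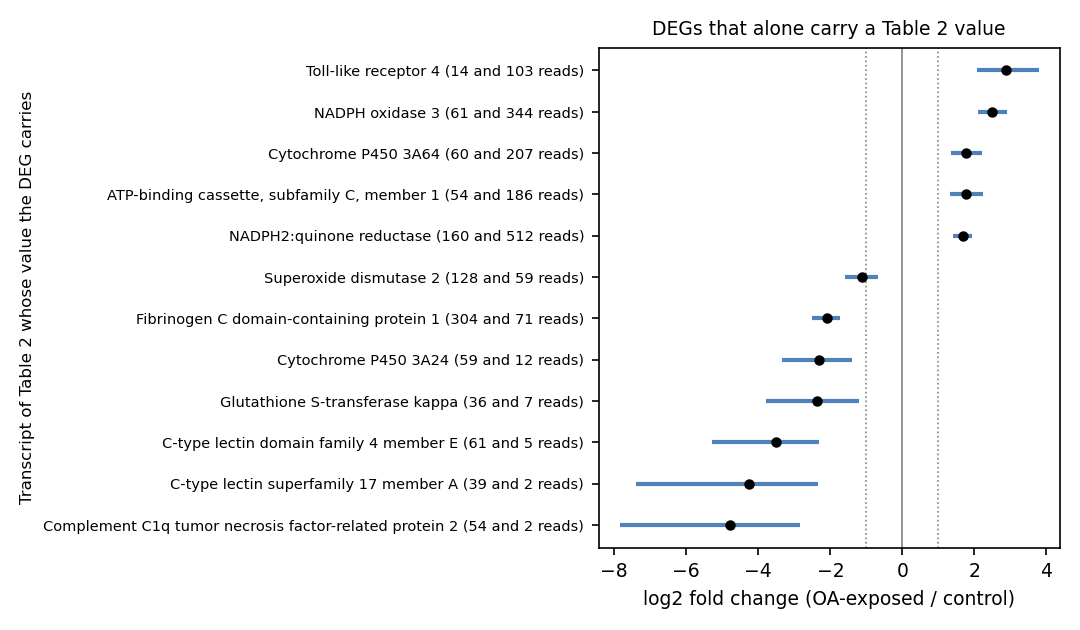
The log2 fold change (OA-exposed over control, horizontal axis) of the 12 DEGs that alone carry a Table 2 value, each listed by the transcript whose value it carries, with its reads in the control and the OA-exposed library. Points are ratios of FPKM, bars are exact 95% intervals for the ratio of reads and cover counting error only, and dotted lines mark a 2-fold change. Of the values, 5 are above 0 and 7 below. The DEGs were called on the same reads, so intervals that exclude 0 follow from the selection.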

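The Table 2 values of both C-type lectins, of complement C1q tumor necrosis factor-related protein 2 and of fibrinogen C domain-containing protein 1 were each carried by exactly 1 DEG of the authors' deposited table, with 0.1, 0.16, 0.05 and 0.74 DEGs expected from the density of values. Most of these rest on few reads in the OA-exposed library. The unigene with the value of C-type lectin superfamily 17 member A had 39 reads in the control and 2 in the OA-exposed library, a log2 fold change of -4.26 (exact 95% counting interval -7.39 to -2.35). That of C-type lectin domain family 4 member E had 61 and 5 reads, a log2 fold change of -3.51 (interval -5.29 to -2.32). That of the C1q-related protein had 54 and 2 reads, a log2 fold change of -4.79 (interval -7.85 to -2.84). The unigene with the fibrinogen value had 304 and 71 reads and the narrowest interval of these, -2.5 to -1.73. With both libraries thinned to 25% of their reads, the unigenes with the values of C-type lectin superfamily 17 member A and of the C1q-related protein were no longer called. These had 41 and 56 reads in the libraries together before thinning, which was drawn once. Too few reads may have been left for a call whatever the change.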

### 2.5. Identification of Genes Related to OA-Induced Stress Response

The real-time quantitative PCR (qPCR) technique was used to detect the relative expression levels of nine genes, which are immunology-, detoxification- and antioxidant-ability-related genes with high expression, from the DGE libraries. Four of these genes were suppressed and the others were induced. The melting-curve analysis of each gene performed by qPCR suggested a single product. The qPCR results were compared with those from the DGE analysis. As shown in Figure 9, nine genes followed a concurrent trend between qPCR analysis and DGE library, and the correlation coefficient was calculated as 0.95 (*p* value < 0.001).

## 3. Discussion

Okadaic acid (OA), as a representative of DSP toxins, can accumulate in bivalves and induce diarrheic shellfish poisoning in mammals [29]. OA has been reported to be cytotoxic in several cell lines (human monocytic U-937 cells; two epithelial tumour lines, HeLa and KB; neuroblastoma cell line Neuro-2a; neuroblastoma × glioma hybrid cell line NG108-15; breast cancer cell line MCF-7) as an efficient inhibitor of serine/threonine phosphatases [30,31,32]. Earlier, we reported that OA exposure could affect a variety of innate immune responses (e.g., THC, total protein level, ALP, ACP, and lysozyme activities,) and physiological responses (e.g., SOD and LDH activity, ROS, NO and MDA and GSH content) in the haemolymph of scallops, and can even induce oxidative stress and disrupt metabolism in bay scallops [8,12], rendering them sensitive to OA exposure. Previous studies have demonstrated the adverse impacts of the toxin OA on other marine bivalves [11,20]; however, the molecular response of these bivalves to OA is not well characterized. In the light of our earlier studies, the results of this transcriptome information could improve the description of the acute toxicity of high concentrations of OA for some physiological and biochemical processes and provide directions and insights for future studies involving biotoxicity models in scallops. Moreover, in the present study, the calculation and normalization methods of both analyses are different, although they report transcript abundances as fold-changes relative to the control [1]. The RNA-seq expression values employ Reads Per Kilobase Million (RPKM) for calculation [33], while qPCR fold-change values employ the mean normalized expressions method and incorporated reference gene to calculate [34]. In the present investigation, both methods were used for transcript quantification. The same directions of change and a similar magnitude of the fold-change in abundance confirmed the accuracy and reliability of the DGE data. To our knowledge, the present investigation is the first to reveal the transcriptomic responses of scallops after OA exposure using deep-sequencing technology.

Highly conserved heat shock proteins (HSPs), including *HSP60*, *HSP70*, and *HSP90*, could be synthesized or secreted rapidly by cells as soon as they experience stressed [3]. Therefore, HSPs have been widely considered as effective biomarkers of exogenous stimuli or as biomonitoring tools to identify the effects of environmental pollution in aquatic animals, including bivalves [3]. Our present investigation showed that the relative expression of *HSP70*, which was validated by qPCR, was strongly increased in the gills of bay scallop up to 48 h exposure to OA. Similarly, a previous study revealed that upregulated *HSP70* expressed transcripts were identified in the mussel *Mytilus galloprovincialis* after exposure to OA stress [14]. In other investigations, the detection of *HSP70* by immunoblotting and expression analysis of *HSP70* mRNA was used to indicate marine contamination observed following exposure to heavy metals in *Dreissena polymorpha* [35], to hydrocarbon in *Crassostrea gigas* [36], to sub-lethal concentrations of quaternium-15 in *M. galloprovincialis* [37], and to cadmium in the gills of *Ostrea edulis* [38]. Therefore, in the present investigation, the upregulation of *HSP70* mRNA in the gills of bay scallops also appears to be a helpful marker for toxic effects.

The genes encoding detoxification enzymes play crucial roles in bivalves after being stimulated by a variety of exogenous stimuli, including drugs, toxicants, and chemical carcinogens [3]. Among the DEGs detected in the present study, certain detoxification-related genes were identified. The cytochrome P450 (*CYP450*) family is an essential family of enzymes related to the primary or phase I metabolism of xenobiotics, including pesticides and toxins [3,39]. Many exogenous stimuli may impact the metabolism, and then activate or suppress the activity of *CYP450* to clean exogenous stimuli [11]. A subset of cytochrome P450 enzymes, which are linked to detoxification and resistance, were involved in transforming liposoluble toxic chemicals into hydrosoluble substances that are easily eliminated [11,40]. Our results clearly showed that OA provoked the differential expression of *CYP1A5* and *CYP3A24*, which were downregulated, whereas *CYP3A4* and *CYP3A80* were upregulated. This is consistent with a previous study that reported OA-exposure-induced expression of *CYP450* mussel gills, which suggests that *CYP450* participates in the process of OA elimination [3]. 

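The value of cytochrome P450 3A24 in Table 2 was carried by 6 unigenes of the authors' deposited table, of which 1 was a DEG. That DEG had 59 reads in the control library and 12 in the OA-exposed library (log2 fold change -2.32, exact 95% counting interval -3.34 to -1.4). The paper's discussion names CYP3A4 as upregulated where Table 2 lists cytochrome P450 3A64, and the value of the latter was looked up. It was carried by 1 DEG, with 60 and 207 reads (log2 fold change 1.78, interval 1.35 to 2.22). By the density of values, 0.55 DEGs were expected at the first value and 1.4 at the second. Neither unigene was called with an assumed coefficient of variation between pools of 0.2. At this value, edgeR's exact test recovered 9.4% of simulated 4-fold changes. It called 133 unigenes in that simulation and 903 in the data, so the FDR adjustment was stricter in the simulation. How often it would miss such changes in the data is not known, so the missing calls decide little about these unigenes. The value of cytochrome P450 1A5 was carried by 2 DEGs, with 164 and 177 reads in the libraries together, and that of cytochrome P450 3A80 by 5 DEGs with 326 to 2907 reads. For cytochrome P450 3A24 the bar of the sequencing result in Figure 9 differs from the value of Table 2, which was the one looked up. Which of these DEGs are the named genes is not known.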

Guo et al. also [41] reported that human recombinant cytochrome *CYP3A4* could eliminate OA by generating oxidized products. Accordingly, *CYP3A4* and *CYP3A80* may participate in the process of accelerating the biotransformation of OA and facilitating its excretion in bay scallops when exposed to OA. ATP-binding cassette (ABC) transporters are a family of transmembrane proteins that can transport a variety of strGSTucturally diverse substrates across biological membranes in an ATP-dependent manner [11]. In mammalian tumor cells, they are responsible for a multidrug resistance phenotype. Moreover, in aquatic organisms, they are responsible for a multixenobiotic resistance phenotype by exporting xenobiotics out of the cells or by facilitating the sequestration of toxins within specialized cells or organelles, effectively segregating them away from vulnerable protein and DNA targets [11]. 

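For the ATP-binding cassette transporters of Table 2, the value of subfamily C member 1 was carried by 1 DEG of the authors' deposited table, with 1.42 expected by chance from the density of values. That unigene, of 3544 bp, had 54 reads in the control library and 186 in the OA-exposed library, or 1.34 and 4.58 FPKM. Its log2 fold change was 1.77 (exact 95% counting interval 1.33 to 2.24), and it was not called with an assumed coefficient of variation between pools of 0.2. The lost call decides little, since edgeR's exact test recovered 9.4% of simulated 4-fold changes at this value. That share may be too low for the data, where 903 unigenes were called against 133 in the simulation, so that the FDR adjustment was less strict. The value of subfamily B member 10 was carried by 3 DEGs, with 2.71 expected, and that of subfamily C member 5 by 4 DEGs, with 2.91 expected, so these values do not single out a unigene. Their reads in the libraries together ran from 198 to 3087 and from 169 to 860.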

In our present study, we found that *ABCB10*, *ABCC5*, and *ABCC1* were upregulated in bay scallops after 500 nM OA exposure. These results are consistent with a previous study showing that ABC transporters in mussels were upregulated after exposure to *P. lima*. Huang et al [42] also found that the expression level of a P-glycoprotein gene (*P-gp*), belonging to the family of ATP-binding cassette (ABC) transporters in the gills of *Perna viridis,* increased significantly after exposure to *P. lima*. These phenomena suggest the possible role of ABC transporters in OA detoxification.

Nicotinamide adenine dinucleotide phosphate-oxidases (NADPH-oxidases) are enzymes completely devoted to ROS production [43]. The family of NADPH-oxidases comprises trans-membrane proteins that transfer electrons across biological membranes. Owing to their involvement in ROS production, NADPH-oxidases play crucial roles in various physiological mechanisms which include host defence, gene expression, cellular signalling, apoptosis, and oxidative stress [44]. The NADPH oxidase is composed of six homologues of the cytochrome subunit (NOX1, NOX3, NOX4, NOX5, DUOX1, and DUOX2), and increased NOX activity also induces a series of pathologies [44]. Cai et al. [1] found that benzo[a]pyrene (BaP) exposure caused the upregulation of NADPH transcript in *Chlamys farreri* after three days. The findings of the present study indicated a greater abundance of *NOX-3* transcripts in the gills of scallops exposed to OA, suggesting that it induces the activation of the NADPH oxidases, thereby generating more ROS and even cell damage.

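The Table 2 value of NADPH oxidase 3 was carried by a single unigene of the authors' deposited table, where 1.87 unigenes and 0.46 DEGs would be expected from the density of values. It was 3463 bp long and had 61 reads in the control library and 344 in the OA-exposed library, or 1.54 and 8.67 FPKM. Its log2 fold change of 2.49 had an exact 95% counting interval of 2.09 to 2.9. With an assumed coefficient of variation between pools of 0.2 it was still called, and with 0.4 it was not. The call lost at 0.4 says little, since edgeR's exact test recovered 0.0% of simulated 4-fold and 16-fold changes at this value. From the greater abundance, the paper proposes that OA activates the NADPH oxidases. NADPH oxidase 3 was also measured by the paper's qPCR, not analysed here, for which the paper reports the same direction as in the sequencing.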

The detoxification and biotransformation of exogenous compounds also rests on Phase II and Phase III reactions [1]. Glutathione-*S*-transferase (GST), which is a kind of Phase II enzyme, could catalyse the endogenous and exogenous compounds combining with glutathione (GSH) [1,45]. Our previous field studies have shown that GSH levels in the haemolymph of *A. irradians* exposed to 500 nM OA decreased sharply at 48 hpe [12]. Consistently, in the present study, the expression of *GST* mRNAs, including *GST1*, *GST2*, *GST-A*, *GST-Theta-1*, *GST-Omeaga*, and *GST-Kappa*, in the DGE library decreased in the gills of *A. irradians* exposed to OA compared to the control group. This is consistent with previous studies showing that the expression of *GST-pi* was significantly down-regulated in the digestive gland of *M. galloprovincialis* in response to toxic dinoflagellate *Prorocentrum lima* (1000 cells/L) for 48 h [46]. These results suggest that the expression level of GST was attenuated by 500 nM OA exposure, which weakened the detoxification or antioxidant capacity of the OA-exposed scallops. 

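Of the 6 glutathione S-transferase values in Table 2, that of GST-Kappa was carried by a single unigene of the authors' deposited table, which was a DEG, with 0.54 DEGs expected from the density of values. This unigene had 36 reads in the control library and 7 in the OA-exposed library, a log2 fold change of -2.36 (exact 95% counting interval -3.79 to -1.19). It was not called with both libraries thinned to 25% of their reads, nor with an assumed coefficient of variation between pools of 0.2. With 43 reads in the libraries together before thinning, too few may have been left for a call whatever the change. The call lost at 0.2 decides little, since edgeR's exact test recovered 9.4% of simulated 4-fold changes at this value. With 133 calls in the simulation and 903 in the data, the FDR adjustment was stricter in the simulation, so this share may be too low for the data. The values of GST2 and GST-Omega were each carried by 2 DEGs, with 0.44 and 1.16 expected. Those of GST1, GST-Theta-1 and GST-A were carried by 3, 4 and 5 DEGs, with 1.47, 2.11 and 2.05 expected. The DEGs of these 5 values had between 87 and 3753 reads in the libraries together. The bar of the sequencing result in Figure 9 differs from the Table 2 value for GST-Omega, and the look-up used Table 2.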

SOD is a crucial gene belonging to the antioxidant defence system. It can eliminate the ROS, which can induce lipid peroxidation processes and ultimately lead to DNA damage [47]. We previously reported that *Mn SOD* expression levels in the haemolymph of OA-exposed bay scallops decreased significantly after 48 hours post-exposure [8]. These observations are in agreement with the results of the present study, verified by qPCR, showing that the *SOD2* expression levels in gills were downregulated after 48 h exposure to OA. However, we found that the expression of the *Cu/Zn SOD* mRNA was clearly induced, indicating that OA exposure could induce the expression level of *Cu/Zn SOD* in the gills when the scallops are exposed to up to 48 h 500 nM levels of OA. Additionally, it might be plausible that the downregulation of GST is partially compensated by the upregulation of *Cu/Zn SOD*, since both enzymes use the same substrate [46,48,49].

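The Table 2 value of superoxide dismutase 2 was carried by 8 unigenes of the authors' deposited table, with 9.05 expected from the density of values, and 1 of them was a DEG, with 1.71 expected. This DEG had 128 reads in the control library and 59 in the OA-exposed library, or 6.44 and 2.95 FPKM. Its log2 fold change was -1.13, and the exact 95% counting interval of -1.6 to -0.67 includes changes of less than 2-fold. On the log2(FPKM + 1) scale its change was -0.91, under the 2-fold threshold, and with an assumed coefficient of variation between pools of 0.1 it was not called. The bar of the sequencing result in Figure 9 differs from the Table 2 value for this gene, and only the latter was looked up.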

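The Table 2 value of the Cu-Zn superoxide dismutase was carried by 10 unigenes of the authors' deposited table, with 10.59 expected from the density of values, and 4 of them were DEGs, with 2.6 expected. The value therefore does not single out a unigene. The 4 DEGs had between 125 and 2260 reads in the libraries together.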

Cyclic adenosine monophosphate responsive element binding-protein (CREB) plays a pivotal role in the immune response. OA stimulation was found to enhance the levels of phosphorylated-CREB [50]. The expression of these genes is essentially regulated by the phosphorylation state of CREB, since phosphorylation is necessary for CREB to bind to the cAMP response element in the promoter of several early response genes [50]. This result is in accordance with a previous study showing that OA was able to induce CREB expression in mussels [50]. Acid phosphatase (ACP) is a kind of essential hydrolytic enzyme in phagocytic lysosomes [51]. 

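The value that Table 2 gives for acid phosphatase was carried by 4 unigenes of the authors' deposited table, with 2.95 expected from the density of values, and all 4 were DEGs, with 0.69 expected. They had between 46 and 6176 reads in the libraries together. Which of them is the acid phosphatase is not known.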

In the present research, we found that the *ACP* mRNA expression increased in the gills of OA-exposed bay scallops. Nevertheless, in an earlier investigation, we demonstrated that OA exposure suppressed the ACP levels in the haemolymph of bay scallops, indicating that although OA could induce ACP expression, it might also affect the assembly, folding, or modification of the ACP, leading to a deficiency in the elimination of pathogens or phagocytized microorganisms in the OA-exposed gills.

In conclusion, we present here broader research into the OA-responsive genes, such as the Toll-like receptor, ATP-binding cassette, cyclic AMP-responsive element-binding protein, cytochrome P450 and Cu-Zn superoxide dismutase related genes, that show differential expression in the bay scallop, suggesting participation in the resistance to OA toxicity. These genes are related to a series of detoxification and immune processes in the response to OA. The present investigation not only reveals the transcriptional complexity of the response to OA stimulation in scallops, but also suggests the possibility of identifying the genes implicated in regulating the bivalves’ tolerance or the elimination of algal toxin stress. However, it remains unclear whether these immune responses are directly stimulated by abiotic factors or whether OA exposure just facilitates the opportunistic attack of pathogens present in the scallops’ microbiota [14]. Illumina next-generation sequencing technology provides a good resource to explain the immune- and detoxification-associated molecular mechanisms triggered in the bay scallop to endure the toxic effects of OA. Furthermore, it supplements and reinforces the results from our previous investigations, from which a strong cause and effect relationship between OA and the differential expression of immune- and detoxification-associated factors in the bay scallop were established. These results will be useful to develop potential countermeasures to manage the toxic effects of OA on exploited bivalve resources.

## 4. Materials and Methods

### 4.1. Maintenance of Scallops

Bay scallops *A. irradians* (weight: 46.02 ± 2.67 g; shell length: 60–70 mm) were procured in a wholesale market in Seoul, South Korea. To acclimate them to laboratory conditions, these scallops were kept for 2 weeks in 800-L tanks containing filtered and aerated seawater, with a temperature of 10 ± 1 °C and a salinity of 30 ± 0.1 psu [8]. They were fed with a commercial shellfish diet (Instant Algae® Shellfish Diet, Campbell, CA, USA) at a rate of approximately 1.2 × 10^10^ algae cells/scallop/day [8]. Half the seawater volume was daily renewed.

### 4.2. Okadaic Acid Exposure and RNA Extraction

In total, 120 scallops were divided in two groups, i.e., control and OA-exposure groups. Each group consisted of 60 scallops distributed in 3 replicate tanks with 20 scallops each. Okadaic acid (OA) (92–100% HPLC purified) was purchased from Sigma-Aldrich, USA and stored at 4 °C until use. To prepare the stock solution, OA was dissolved in 1 mL of dimethyl sulfoxide (DMSO; Sigma-Aldrich, St. Louis, MO, USA). The final concentration of OA in the OA-treated group was kept at 500 nM [8]. The scallops in the control group were treated with an equal volume of DMSO, with a final concentration of 0.0125‱DMSO in each tank [8]. After 48 h of OA exposure, six scallops were collected from each tank (i.e., 6 scallops × 3 replicates = 18 scallops per group) and maintained on ice. Scallop gills were dissected, stored in 1 mL TRIzol reagent (Invitrogen, Waltham, MA, USA), and frozen at −80 °C until use. Samples from 6 scallops were pooled for each replicate for RNA extraction [14]. Total RNA was extracted using TRIzol (Invitrogen, Waltham, MA, USA) following the manufacturer’s instruction. Agarose gels (1%) electrophoresis was preformed to monitor the RNA contamination and degradation [52]. The RNA purity and contamination was checked with a NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA) and a Qubit^®^ RNA Assay Kit and a Qubit^®^ 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA) respectively [52]. RNA integrity was measured using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) [52].

### 4.3. Library Preparation and Illumina Sequencing

After treating the total RNA extract sample with DNase I, 200 ng were purified with oligo-dT beads. In brief, total RNA and RNA Purification Beads (Illumina, San Diego, CA, USA) were incubated and resuspended in Elution Buffer (Illumina, San Diego, CA, USA). The mRNA was eluted from the beads, and then incubated to rebind the beads after adding Bead Binding Buffer (Illumina, San Diego, CA, USA). Finally, Fragment Buffer was used to fragment poly (A)-containing mRNA into small pieces. The mRNA fragments were used as templates during the cDNA synthesis. First-strand cDNA was synthesized by reverse transcription using First Strand Master Mix (Illumina, San Diego, CA, USA) and Super Script II (Invitrogen, Waltham, MA, USA). The conditions for the reverse transcription reaction were: 25 °C for 10 min; 42 °C for 50 min and 70 °C for 15 min. Next, the second-strand cDNA was synthesized at 16 °C for 1 h using Second Strand Master Mix (Illumina, San Diego, CA, USA). Then, the ds cDNA was separated from the second strand using AMPure XP beads (Agencourt, Beverly, MA, USA). The remaining overhangs were converted into blunt ends using an End Repair Mix. Next, after adding the A-Tailing Mix, the mixture was incubated at 37 °C for 30 min. The Adenylate 3′Ends DNA, RNA Index Adapter and Ligation Mix were combined and the ligate reaction incubated at 30 °C for 10 min to perform the A ligation reaction. AMPure XP Beads were used to purify the end-repaired DNA. In order to enrich the cDNA fragments, several rounds of PCR amplification were performed by adding PCR Primer Cocktail and PCR Master Mix. The AMPure XP Beads were used to purify the library fragments to select cDNA fragments of 260 bp in length. The final library quantified (qPCR) by loading 1 µL of resuspended construct on an Agilent Technologies 2100 Bioanalyzer using a DNA-specific chip (Agilent DNA 1000). For cluster generation, the qualified and quantified libraries were first amplified within the flow cell on the cBot instrument (HiSeq^®^ 4000 PE Cluster Kit, Illumina, San Diego, CA, USA).

For paired-end sequencing, the clustered flow cell was then loaded onto the HiSeq 4000 Sequencer (HiSeq^®^ 4000 SBS Kit, Illumina, San Diego, CA, USA) with 100 bp which was the recommended read length. The library preparation and Illumina sequencing were performed by the Beijing Genomics Institute (BGI) (Hong Kong, China).

### 4.4. De Novo Transcriptome Assembly

In order to remove adaptors from the reads, low-quality reads, and reads in which unknown bases (N) comprised more than 5% of the read, raw Illumina paired-end reads were filtered using the SOAPnuke software (version: v.1.5.6, Beijing Genomics Institute, Shenzhen, China, https://github.com/BGI-flexlab/SOAPnuke,). Post-filtered reads were stored in the FASTQ format [53]. To obtain unigenes, clean reads were assembled using the Trinity software (version: v2.0.6, Trinity Software, Arlington, Tx, USA) [54]. The resulting sequences assembled using Trinity were referred to as transcripts. Gene family clustering was then carried out using TGICL (TIGR Gene Indices clustering tools) to obtain the final unigenes, which were classified to two categories: clusters and singletons. The former were labeled by the prefix ‘CL’, followed by the cluster ID. The latter were indicated by the prefix ‘unigene’.

### 4.5. Gene Annotation and Analysis

Identification and functional annotation of all unigene sequences were carried out in seven functional databases (*e*-value < 10^−5^): Nr, Nt, GO, COG, KEGG, Swiss-Prot, and Interpro databases. Blast (version: v2.2.23, NCBI, Bethesda, MD, USA, http://blast.ncbi.nlm.nih.gov/Blast.cgi) [55] was used to align the unigenes to NT, NR, COG, KEGG, and SwissProt to obtain annotations. Blast2GO (version: v2.5.0, BioBam, Valencia, Spain, https://www.blast2go.com) [56] used NR annotations to obtain GO annotations, and InterProScan5 (version: v5.11-51.0, EMBL-EBI, Hinxton, UK, https://code.google.com/p/interproscan/wiki/Introduction) to obtain InterPro annotations.

### 4.6. Differential Expression Analysis

Bowtie v2.2.5 was devoted to map the high-quality reads to the reference unigene sequences [57], and then calculate the gene expression levels, which were determined using RSEM (version: v1.2.12, http://deweylab.biostat.wisc.edu/RSEM) [58]. DEGs were detected based on a Poisson distribution using PossionDis, as described by Audic and Claverie [59]. The unigene expression level was calculated following the fragments per kilobase million (FPKM) formula. A false discovery rate (FDR) of 0.001 and a two-fold change were selected as the thresholds for significantly differential expression.

### 4.7. GO and KEGG Enrichment Analysis of Differentially Expressed Genes

DEGs were classified according to the official classification on the basis of the GO annotation results. Pathway functional enrichment was also carried out by the *R*-function *phyper.* The *p* value calculating formula in the hypergeometric test was as Equation (1):

(1) $$P=1-\sum_{i=0}^{m-1}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

FDR was calculated for each *p* value, and in general, the terms for which FDR did not exceed 0.001 were defined as significantly enriched.

### 4.8. Quantitative Real-Time PCR Validation

The expression of nine genes, which were singled out for the validation of the DGE data, was performed by qPCR. *β-actin* was used as a house-keeping gene [8]. cDNA synthesis was performed with 500 ng of DNase-treated RNA by using a PrimeScriptTM RT Reagent Kit (TaKaRa Bio, Kyoto, Japan). All qPCR reactions were carried out using SYBR Premix Ex TaqTM Perfect Real-Time Kits (TaKaRa Bio, Japan) with a QiagenRotor-Gene Q RT-PCR Detection System (Qiagen, Hilden, Germany). PCR primers, listed in Table S3, were designed using the Primer 5 software (version: v.5, PREMIER Biosoft, Palo Alto, CA, USA) based on transcriptome sequences. The reaction mixture consisted of 1 µL cDNA (50 ng), 1 µL of the forward and reverse primers (10 µM), and 6.25 µL of SYBR Premix Ex TaqTM. To ensure that the final volume of the reaction mixture was 12 µL, ultra-pure water was added. The following reaction conditions were maintained for extension: 94 °C for 2 min, followed by 40 cycles of 94 °C for 20 s, 58 °C for 30 s, and 72 °C for 40 s [8]. In order to eliminate the possibility of primer dimer formation or non-specific amplifications, a melting curve analysis was carried out after the amplification phase [8]. A standard curve was constructed from serial dilutions of the cDNA sample and drawn by plotting the natural log of the threshold cycle (Ct) against the number of molecules [8]. Standard curves for each gene were prepared in duplicate and triplicate to obtain a reliable measure of the amplification efficiency [8]. The amplification efficiencies were between 90% and 110%, and the correlation coefficients (*R*2) of all standard curves were >0.99. The relative expression ratios of the target genes were calculated using the method described by M.W. Pfaffl [60]. In all cases, PCR was carried out in triplicate. Statistical analysis was carried out using the statistical software SPSS 19.0 (version: 19.0, IBM Corp., Armonk, NY, USA, 2017). The differences were determined using the LSD test, with *p*-values < 0.05 indicating statistical significance. Values were expressed as the arithmetic mean ± standard deviation (SD).

## Figures and Tables

**Figure 1:**
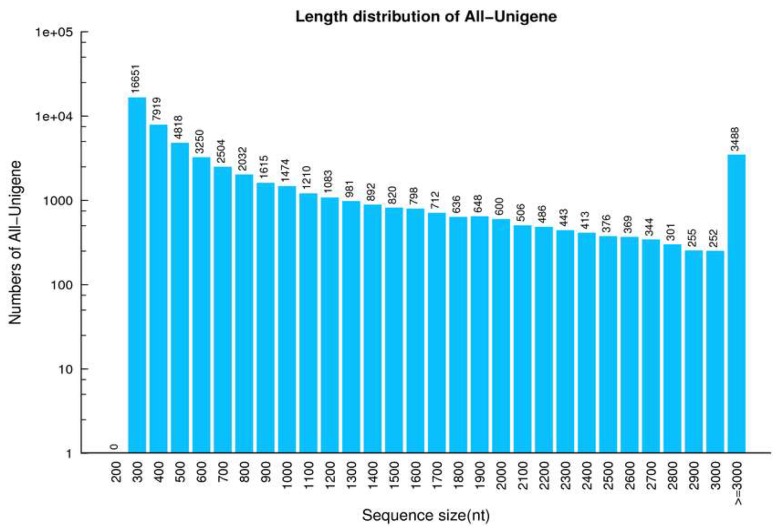
Distribution of all-unigenes in the bay scallop transcriptome.

**Figure 2:**
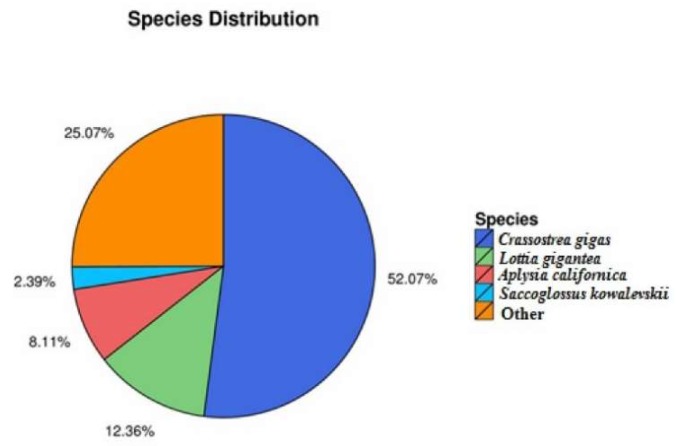
Annotated species and their distribution.

**Figure 3:**
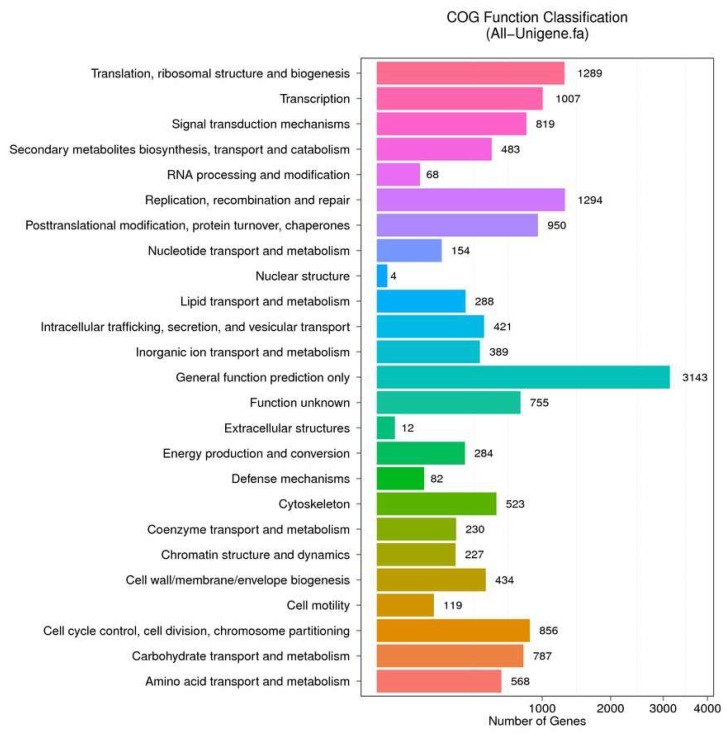
COG functional classification of All-unigenes.

**Figure 4:**
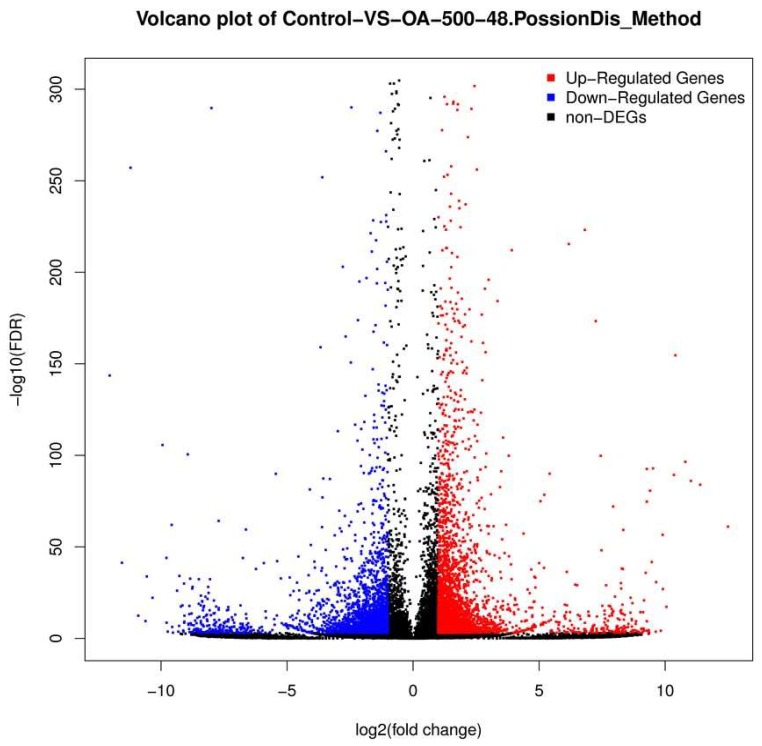
Gene transcription profile of the control (CN) and the OA-exposed group (OA) libraries. Blue points represent downregulated genes. Red points represent upregulated genes. Black points represent non-differential expression genes.

**Figure 5:**
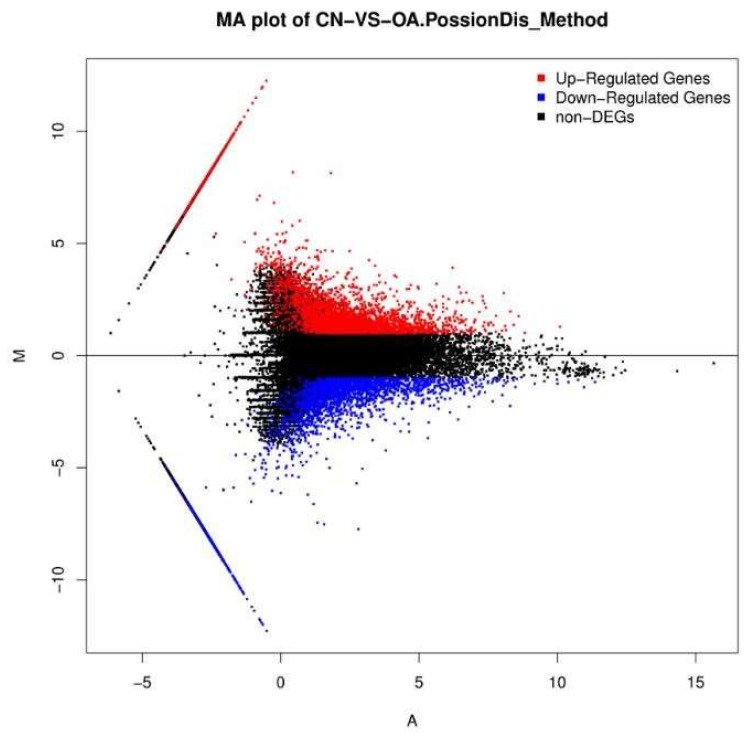
M (log ratio) and A (mean average) (MA) plot of DEGs of the control (CN) and the OA-exposed group (OA) libraries. *X*-axis represent value A (log2 mean expression level). *Y*-axis represents value M (log2 transformed fold change). Red points represent upregulated DEG. Blue points represent downregulated DEG. Black points represent non-DEGs.

**Figure 6:**
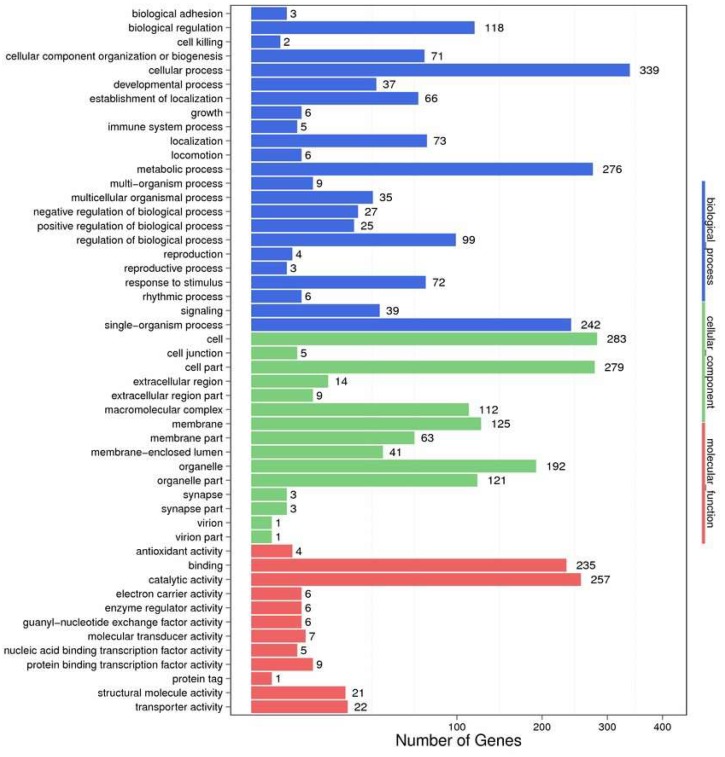
GO classification of differentially expressed gene (DEGs). *X*-axis represent the GO term.

**Figure 7:**
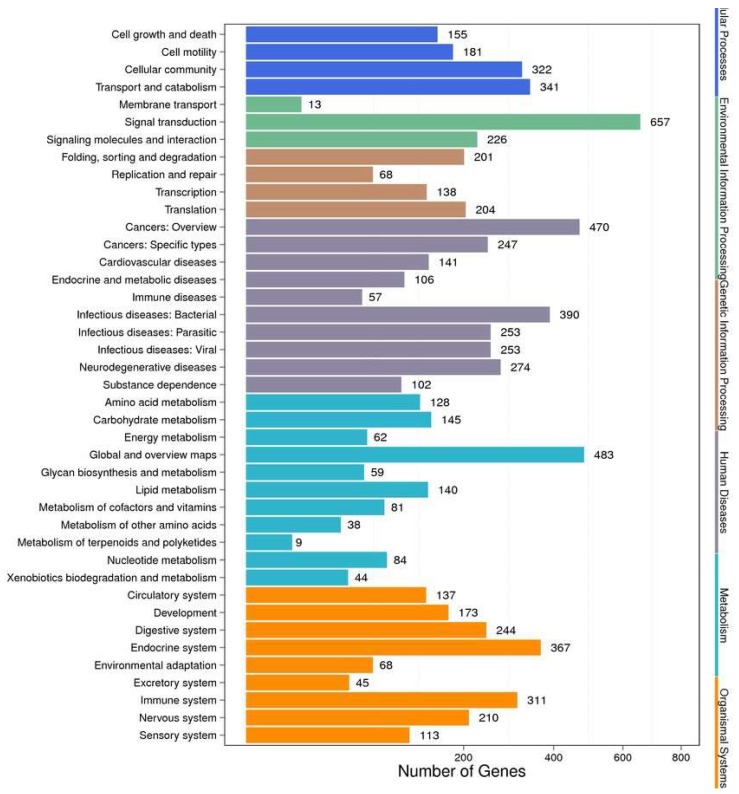
Pathway classification of DEGs. The *X*-axis shows the number of DEGs. The *Y*-axis shows the pathway name.

**Figure 8:**
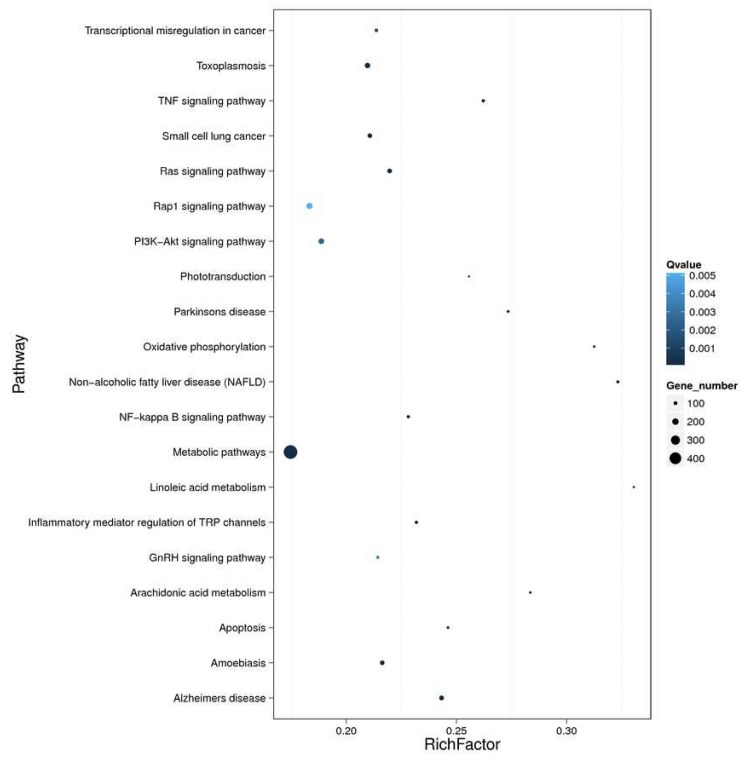
Enrichment of DEGs and pathways. The *X*-axis indicates enrichment factor and the *Y*-axis indicates the pathway name. Coloring indicates the *q* value (high: white, low: blue), the lower *q* value indicates the more significant enrichment. The point size indicates the DEG number (more: big, less: small).

**Figure 9:**
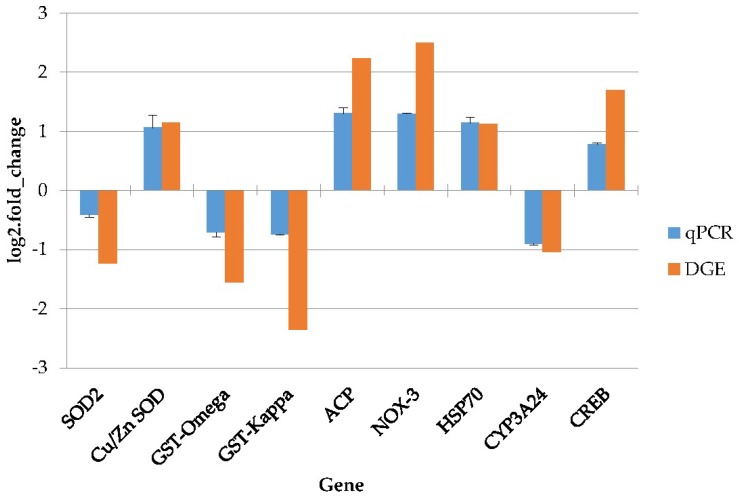
Results of the qPCR analysis. The *y*-axis represents the gene expressed log2 (fold change) and the *x*-axis is the gene name. *SOD2* = superoxide dismutase 2, *Cu/Zn SOD* = copper and zinc superoxide dismutase, GST = glutathione-S-transferase, ACP = acid phosphatase, *NOX*-3 = NADPH oxidase 3, *HSP70* = heat shock protein 70, *CYP3A24* = cytochrome P450 3A24, *CREB* = cyclic adenosine monophosphate responsive element binding protein.

**Table 1:** Quality metrics of unigenes.

Sample	Total Number	Total Length	Mean Length	N50	N70	N90	GC(%)
Control	51,465	41,105,722	798	1411	704	302	39.48
OA-treated	49,453	43,129,157	872	1646	803	318	39.63
All-unigene	55,876	53,465,429	956	1840	960	345	39.42

N50: a weighted median statistic within which 50% of the Total Length is contained in unigenes greater than or equal to this value. GC (%): the percentage of G and C bases in all unigenes.

**Table 2:** Detoxification and immune-related differentially expressed genes (DEGs) in bay scallop gills regulated after up to 48 h exposure to 500 nM OA.

Function	Transcript	Log2 (Fold Change) (RNAseq)	Regulation
Immune system	C-type lectin superfamily 17 member A	−4.255	Down
	C-type lectin domain family 4 member E	−3.507	Down
	Complement C1q tumor necrosis factor-related protein 2	−4.791	Down
	Fibrinogen C domain-containing protein 1	−2.100	Down
	Toll-like receptor 4	2.880	Up
	Toll-like receptor 13	1.347	Up
	Acid phosphatase	2.238	Up
	NADPH oxidase 3	2.493	Up
Detoxification	ATP-binding cassette, subfamily C, member 1	1.773	Up
	ATP-binding cassette sub-family B member 10	1.165	Up
	ATP-binding cassette, sub-family C member 5	1.280	Up
	Cyclic AMP-responsive element-binding protein	1.953	Up
	Nuclear factor erythroid 2-related factor 2	1.231	Up
	NADPH2:quinone reductase	1.677	Up
	Cytochrome P450 3A80	1.207	Up
	Cytochrome P450 3A64	1.783	Up
	Cytochrome P450 1A5	−1.686	Down
	Cytochrome P450 3A24	−2.315	Down
	Superoxide dismutase Cu-Zn family	1.139	Up
	Superoxide dismutase 2	−1.126	Down
	Glutathione S-transferase 1	−1.552	Down
	Glutathione S-transferase 2	−2.511	Down
	Glutathione S-transferase omega	−1.775	Down
	Glutathione S-transferase theta-1	−1.254	Down
	Glutathione S-transferase A	−1.218	Down
	Glutathione S-transferase kappa	−2.356	Down

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6651/10/8/308/s1, Table S1: Summary of sequencing reads after filtering, and quality metrics of transcripts, Table S2: The differential expression unigenes (with higher than two-fold changes, and FDR≤ 0.001) between the control and the OA-treated groups. Table S3: All primers used in the validation analysis, The accession number for our raw dataset in the GEO database is: GSE116508.

How the deposited data were processed for this re-analysis (not part of the article)

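Gill RNA of control and OA-exposed scallops was sequenced as 1 library per condition. The paper's methods describe pools of 6 scallops per replicate and 3 tanks per group, and that each library pools all 18 scallops of its group is taken from the description of the series. Samples were assigned to conditions by the sample labels and the paper's methods. The authors removed low-quality reads with SOAPnuke, assembled and clustered the reads into unigenes with Trinity and TGICL, mapped the reads with Bowtie and quantified them with RSEM. The authors deposited for each library the expected counts, which are estimated fragments per unigene without normalization, and the FPKM, which divides them by the effective length of the unigene, somewhat shorter than its length, and by the number of mapped fragments. Only unigenes with a value above 0 are listed for a library. The authors' deposited table of the comparison gives the FPKM of each library, the log2 fold change, the Poisson p-value, the FDR and the call of each of 59688 unigenes. Its FPKM were equal to those of the library files in both libraries for every unigene, with 0.01 in place of an absent one, and its log2 fold change was the log2 ratio of these FPKM within 0.001 in 59688 rows. The FDR in the authors' deposited table reaches 1.039 and exceeds 1 for 3172 unigenes, so it was not used as a bounded q-value.

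The expected counts were rounded to whole reads. The Audic-Claverie probability of the reads of one library given those of the other was computed with scipy 1.17.1, with library sizes equal to the column totals, and was taken as two-sided by doubling the smaller of the probability of at most the observed reads and of more than the observed reads. This form of the tail, which treats the libraries alike, was chosen after several forms had been compared with the authors' deposited p-values. The p-values were adjusted by the Benjamini-Hochberg method over 59674 unigenes with at least 1 read. Unigenes were called at an FDR of at most 0.001 and a fold change of at least 2, from FPKM with 0 set to 0.01. With 1 library per condition, edgeR's quasi-likelihood test and DESeq2's test have no residual degrees of freedom and could not be fitted, and the Poisson test compares the libraries, not the conditions. Intervals for a ratio of reads are exact conditional binomial (Clopper-Pearson) intervals at 95%, which cover counting error only, since reads are not independent molecules. The expected counts sum to 11522064 in the control library and 11607306 in the OA-exposed library, which leaves the median detected unigene with 12 and 13 fragments.

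The files do not pair unigene IDs with names, so the unigenes named were fixed by rule before the data were examined as the 2 with the highest and the 2 with the lowest log2 fold change among DEGs with at least 10 reads in each library. The log2 fold changes of Table 2, which had been seen before the rule was written, were looked up in the authors' deposited table at 3 decimals. The expected number at a value is the number of unigenes, or of DEGs, within 0.25 of it scaled to the width of 0.001. For values within 0.25 of the 2-fold threshold on the log2 scale, the expected number of DEGs is too low, since no DEG can lie under 2-fold. The reference list of genes of a later assembly could not be joined to the unigene IDs and was not used.

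Alternatives fixed before the data were examined covered TMM and upper-quartile factors from edgeR 4.0.16 and median-of-ratios factors from DESeq2 1.42.0 (in R 4.3.3), filters on reads and FPKM, the value in place of 0, the scale of the fold change, edgeR's exact test with assumed coefficients of variation of 0.1, 0.2 and 0.4, the thresholds, a length minimum of 500 bp and thinning to 25% of the reads. An inclusive form of the tail, and reads rounded downward with an FDR from ranks alone, were added after the authors' p-values had been compared. The test was run on simulated libraries with the means and sizes of the real ones, in which 200 of 59688 unigenes with mean reads of at least 50 were changed. In the first simulation, all changes were 4-fold, and the test recovered 90.5% of them with 0 false calls, under the bar of 95% set beforehand. It missed 19 unigenes, 16 of them with fewer than 100 reads and 0 with at least 200. The simulation was then revised to changes of 4-, 16- or 64-fold and the bar to full recovery at 200 reads and over. In the revised simulation the test recovered 98.0% of the changed unigenes, 93.8% of those changed 4-fold, and made 0 false calls. Of the changed unigenes with 50 to 100 reads 92.6% were recovered. In the same simulated libraries, edgeR's exact test recovered 96.0% with an assumed coefficient of variation of 0.1, 66.5% with 0.2 and 25.0% with 0.4. Of the 4-fold changes it recovered 89.1%, 9.4% and 0.0% at these values, and of the 16-fold changes 98.6%, 88.7% and 0.0%. At 0.4 it recovered 76.9% of the 64-fold changes. A call lost at 0.4 therefore says little about changes up to 16-fold. At 0.2 the test called 133 unigenes in the simulation and 903 in the data, so the FDR adjustment was stricter in the simulation. The share of 4-fold changes recovered at 0.2 may therefore be too low for the data, and a call lost there decides little. Annotation, GO, KEGG and COG results, read quality, the transcripts assembled per library and the qPCR measurements were not analysed here.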

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

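The comparisons of the other contigs of a cluster, of the contigs' own reads with those of their cluster and of other called contigs were chosen only after the sums of the clusters had been seen. The paper does not discuss the unigenes with reads in only one library. In the OA-exposed library, 21 unigenes had at least 100 reads and 0 reads in the control library, with a median of 247 and at most 1162 reads. The reverse was seen for 14 unigenes, with 0 reads in the OA-exposed library, a median of 147 and at most 1178 reads in the control library. Of these 35 unigenes, 31 were contigs of clusters and 4 were singletons. This was 0.46% of the 6812 cluster contigs and 0.071% of the 5659 singletons with at least 100 reads in one library. A technical explanation is that RSEM divided the reads of similar contigs differently in the libraries. If so, the clusters summed over their contigs would not be called. This held for 71% of the 31 contigs, or 22, and for 46.5% of 1833 other called contigs. These 1833 had at least 10 reads in each library, at least 100 in one of them and another contig in their cluster. For 9 of the 31 contigs, the cluster was called in the contig's direction. Some of the 31 share a cluster, as CL498.Contig2_All and CL498.Contig4_All do, so the sum of such a cluster is counted more than once. However, only 2 of the 31 contigs had enough reads to move their cluster 2-fold by themselves. For both of these contigs the cluster was called, so the sums cannot decide. The other contigs of the cluster moved the opposite way for 12 of 31 contigs (38.7%, exact 95% interval 21.8% to 57.8%), against 22.0% of the same 1833 contigs. The interval treats the 31 contigs as independent, which those that share a cluster are not. A division of reads among contigs and a change of single isoforms or alleles cannot be told apart for the cluster contigs. Division within a cluster cannot produce the 4 singletons, although sharing with a similar sequence outside any cluster was not tested. Differences in alleles between the pools of scallops and a response to OA remain open, since 1 pool per condition was sequenced.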

How the results depend on the processing

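No replicate could be left out and no paired analysis was possible because each condition has 1 library. The inclusive tail, the downward rounding with an FDR from ranks and the length class that takes in the shortest unigenes were chosen after seeing the data, and all other alternatives were fixed before. The numbers of all, upregulated and downregulated DEGs each stayed within 1.5 times under 12 of 17 alternatives. Under the other 5 they moved. With an assumed coefficient of variation between pools of 0.2, edgeR's exact test called 903 DEGs, 483 up and 420 down, and with 0.4 it called 59, 31 up and 28 down, as it allows for variation that the Poisson test leaves out. An FDR of 0.05 gave 9479 DEGs, 5144 up and 4335 down, and a 4-fold threshold 1886, 929 up and 957 down. Thinned to 25% of the reads, the libraries gave 2472 DEGs, 1544 up and 928 down. Of these, 2199 were among the 5812 DEGs at full depth, so depth limits which unigenes can be called. With 0.001 FPKM in place of 0, the same 5812 unigenes were called.

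The share of DEGs that were upregulated, 55.0%, reversed to 45.3% under TMM factors, with 2585 up and 3117 down. It was 49.3% at 4-fold and 52.5% with an assumed coefficient of variation of 0.4, where the exact 95% intervals of 47.0% to 51.5% and 39.1% to 65.7% include 50%. Under the other 14 alternatives it stayed above 50%, between 53.4% and 62.5%. The overlap with the authors' calls was 5597 with the conditional binomial test, 5689 with the inclusive tail and 5825 with downward rounding and rank FDR.

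The unigenes detected fell to 28993 in the control library and 29345 in the OA-exposed library with a minimum of 10 fragments, since more fragments were asked for. The median log2 fold change of 0.11 moved to 0.14 with at least 50 reads and to 0.04 with at least 1 read in each library, and the cause was not tested. It moved to 0.01 under TMM factors and to 0.1 under both median of ratios and upper-quartile factors, which shift all unigenes alike. Pearson's r of 0.457 between the libraries rose to 0.671 with a pseudocount of 0.1, to 0.847 with 1 and to 0.867 for the unigenes with an FPKM of at least 1 in both libraries. All 26 Table 2 values were carried by some unigene under each alternative. Exactly 1 unigene carried 7 of them, against 2 at 2 decimals and 12 when only called DEGs were searched, which follows from the wider tolerance and the smaller set. The length classes changed by few unigenes when closed at the other edge, while the class of 300 to 1000 bp rose from 25388 to 38468 unigenes when those under 300 bp were counted in it. CL5156.Contig1_All and CL1222.Contig1_All lost their call only with an assumed coefficient of variation of 0.4, and CL5318.Contig1_All and CL2388.Contig3_All kept theirs under all 17 alternatives. Of the 12 DEGs that alone carry a Table 2 value, 6 were called at a coefficient of variation of 0.2, none at 0.4 and 7 after thinning to 25%. Calls lost at 0.4 say little about changes up to 16-fold, of which edgeR's exact test recovered 0.0% in simulation.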

Differences from the paper's values

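The paper gives 3488 unigenes over 3000 bp, and the deposited files hold 5252. With the length classes closed at the lower edge, the only alternative set before the data were examined for this measure, the number was 5257 and the difference remained. The paper gives 67.58% of unigenes between 300 and 1000 bp, and the share in the files was 42.53%, or 42.52% with the classes closed at the lower edge, so the difference remained. With the unigenes under 300 bp counted in this class, a setting chosen after seeing the values, the share was 64.45%, within 1.5 times of the paper's. In the paper, the 37759 unigenes of this class equal the bars of Figure 1 from 300 to 1000 less 1 bar, so the paper's text and its figure do not give the same number. The files list 59688 unigenes and the paper gives 55876, which are within 1.5 times of each other. Their total length is 69414932 bp, and the paper gives 53465429 bp. The files hold more unigenes, a greater total length and more unigenes over 3000 bp than the paper's whole set, so these are not the same set of unigenes.

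The paper gives 45.92 Mb clean reads for each library, counted singly from paired ends, while the expected counts, at 2 reads per fragment, come to 23.04 Mb reads for the control library and 23.21 Mb reads for the OA-exposed library, or 11.52 and 11.61 as fragments. The first counts reads before mapping and the second counts those assigned to unigenes, so they are not the same measure. No alternative was set for it.

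The paper's numbers of 5825 DEGs, 3204 up and 2621 down, are within 1.5 times of the recomputed 5812, 3199 and 2613. With reads rounded downward and an FDR from ranks alone, a setting chosen after seeing the authors' p-values, 5826 unigenes were called, 3204 up and 2622 down, and they included all 5825 of the authors' calls. The paper reports more upregulated than downregulated DEGs, as the recomputed test did, but under TMM factors 2585 were up and 3117 down. Under median of ratios and upper-quartile factors, 53.4% and 53.5% were up, the same direction as in the paper.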

Other observations

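The predictions for the tests below were written before those tests were run, except for the test with library totals that leave out the most abundant unigenes, the test of the gap between these and the other unigenes, the test of the split by depth, the shuffled directions within clusters and the choice of 1000 FPKM as the minimum for an abundant unigene, which were chosen after the results by abundance or by scaling had been seen.

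The 87 unigenes with a mean FPKM of at least 1000 took 36.3% of the reads in the control library and 26.5% in the OA-exposed library. Of these, 81 were lower in the OA-exposed library, with a median log2 fold change of -0.65, a smallest value of -1.41 and a largest of 0.76. Most of them did not reach the 2-fold threshold, and 8 were called. The paper does not report this pattern. The next 87 unigenes in abundance had a median of -0.29, with 57 lower. The lists matched on length argue against unigene length, since 10000 random lists from the same length classes had medians of which 95% lay between -0.18 and 0.39, and 0 of them had a median as low. No lists of equal expression exist for the most abundant unigenes. Library-size scaling moves all unigenes alike, so it cannot produce the gap of -0.76 between the median of the 87 (95% limits -0.73 to -0.59) and that of the other unigenes with at least 10 reads, 0.12. It does set where 0 lies. The median of the 87 was -0.75 under TMM factors, which shift every unigene by the same amount and therefore decide nothing, so a fall of the 87 and a rise of the others cannot be told apart. For the gap, a difference in library preparation, in the state or tissue makeup of the pooled gills, or a response to OA remain open, as the design has 1 pool per condition and these were not tested.

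More unigenes were called higher than lower in the OA-exposed library. A candidate explanation is that the fewer reads on the most abundant unigenes raised the FPKM of the others, since a smaller share of reads on these 87 unigenes raises the rest by 0.21 on the log2 scale. Under TMM factors 45.3% of the DEGs were upregulated. With library totals that leave out the 87 unigenes, 36.8% were, 2113 up and 3627 down. Under median of ratios and upper-quartile factors, whose shift is smaller, 53.4% and 53.5% were. Each of these moves all unigenes down by one amount, so that a lower share was fixed in advance and these values decide nothing. A general rise and an effect of scaling cannot be told apart, as no spike-in or replicate was used here that would set the scale. The excess was not even over depth. Of the DEGs with 10 to 50 reads 45.6% were upregulated (exact 95% interval 42.4% to 48.9%), against 73.7% (70.3% to 76.9%) with 1000 reads and over, and one factor for all unigenes would put both on the same side of 50%. Over all unigenes this argues against scaling as the whole cause of the difference. Contigs of a cluster are not independent, however, and the condition that singletons show it too was added after that comparison had been seen. Among singletons the shares were 50.2% (45.8% to 54.6%) and 63.7% (57.7% to 69.3%), so the difference with depth persists, but the first interval includes 50% and the shares are not shown to lie on opposite sides. Scaling is therefore not excluded for the singletons. Variation between pools and a response to OA also remain open.

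Contigs of the same cluster were called in opposite directions in 183 of the 710 clusters with at least 2 called contigs (25.8%), and these clusters held 510 of the DEGs. With the directions shuffled among the 1740 called contigs, 386 to 434 clusters would have both directions (95% of 1000 shuffles), so contigs of a cluster went the same way more often than chance gives. A candidate explanation for the opposite calls is that the reads of similar contigs were divided differently in the libraries. Summed, the up and down contigs differed by under 2-fold in 67.8% of the 183 clusters, within the range of 62.8% to 69.9% of 10000 pairings across clusters of similar reads. The test therefore cannot tell a division of reads from opposite changes of separate transcripts. Summed over all contigs, 163 of the 183 clusters differed by under 2-fold.

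The number of DEGs may contain variation between pools of scallops other than OA exposure. In simulated libraries with no change, the Poisson test made a median of 0 calls with no variation beyond the sampling of reads, 8 with a coefficient of variation between pools of 0.1, 456 with 0.2, 2289 with 0.3, 4821 with 0.4 and 7386 with 0.5. The real libraries gave 5812. The coefficient of variation between pools is not known from 1 library per condition, so the part of the DEGs that follows OA exposure and the part that follows the pools cannot be told apart.

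In the authors' deposited table, 134 p-values are listed as 0.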
